A study of Mus musculus with 11 samples. Its data were reported in "Deletion of Abi3 gene locus exacerbates neuropathological features of Alzheimer’s disease in a mouse model of Aβ amyloidosis" (2021).

How the data were processed

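Gene expression was measured by QuantSeq, a 3′ mRNA sequencing method that reads near the poly(A) end of each transcript, in cerebral cortex of female 5xFAD mice aged 8 months. 5xFAD mice carry human transgenes with familial Alzheimer's disease mutations and deposit amyloid in the brain. The labels give 11 animals in 2 groups: 6 with both copies of Abi3 (Abi3_WT) and 5 in which Abi3 was deleted (Abi3_KO). Each count table belongs to 1 animal.

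The authors trimmed adapters and poly(A) and poly(T) stretches from single-end reads, aligned them with STAR to the mouse genome build GRCm39, and counted reads per Ensembl gene with htseq-count. Counting used the strand, so antisense genes were kept apart, and used only reads aligned to 1 place. The deposited values are raw counts per gene without normalization, followed by tallies of reads that were given to no gene. The tally called reads outside genes here holds reads that met no counted feature on their strand. It can include reads antisense to a gene. The study states no feature type for the counting, so it may also include reads in introns. No step that collapses PCR copies is stated, so counts are of reads and not of separate molecules. A read from a gene with a near-identical copy is either dropped as aligned to several places or given to whichever copy it matches best, which makes the counts of such genes uncertain.

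The tables list 53700 gene identifiers. Names, biotypes and positions came from a GENCODE annotation of the same build that is more recent than the one used for counting; 52610 identifiers (98.0%) matched it and 1090 did not. The totals per animal ranged from 3202310 to 5501958 reads in genes. At these depths 3 counts, taken as the smallest amount that can be told from none, corresponded to 0.545 to 0.937 CPM (counts scaled to the library total). This floor covers counting error only.

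Differential expression was tested with DESeq2 (version 1.42.0, R version 4.3.3) with genotype as the only term, as in the study's methods. Genes with at least 10 counts in total entered the fit, genes with a mean normalized count of at least 1.5 entered the results, and a Benjamini-Hochberg adjusted p at or below 0.05 was the threshold. DESeq2 gives no adjusted p to genes whose mean count falls under a threshold it sets itself (independent filtering); such genes were counted as not past the threshold. The filter was aimed at the same 0.05. The study's methods do not give this setting, and it was fixed after the count under the tool's default of 0.1 had been seen, so that default was run as an alternative. Log2 fold changes are Abi3_KO against Abi3_WT.

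Gene sets were scored per animal as the mean over genes of the z-scored log2(normalized count + 1), with genes of a mean normalized count of at least 10, and compared by a two-sided exact permutation test over all splits of the 11 animals into groups of these sizes. The share of called genes on the chromosome of Abi3 was compared with that on other chromosomes by Fisher's exact test. Sequences of named pseudogenes were matched to annotated transcripts with BLAST (version 2.17.0).

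The groups, the tests, the gene lists and most alternatives were fixed before the data were examined. The rule for named genes was fixed with them: Abi3, the 6 genes the study names as lower, the genes of the lists, and up to 10 genes with the largest absolute log2 fold change among those past the threshold with a mean normalized count of at least 10 and no overlap between groups. Rplp1, Atp5mc1 and Fgf15 fall outside this rule and are named after their values were seen. The alternatives were edgeR (version 4.0.16) with its quasi-likelihood test, limma (version 3.58.1) with voom and sample weights, TMM factors, no filter or a stricter filter on low counts, independent filtering switched off, the replicate number as a block, 1 surrogate variable from sva (version 3.50.0), and leaving out each animal in turn. Corrections for GC content and for gene length, thinning of every library to the smallest, the share of reads outside genes as a covariate, the default filtering target, the chromosome tests with independent filtering switched off, the alternatives for Rplp1 and Atp5mc1, and lists of neuronal and T cell genes were chosen after seeing the data. The replicate numbers come from the sample titles. They are shared by both groups for numbers 1 to 5, and the animals are different.

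The fits were tested on simulated counts of 17626 genes drawn with the means, dispersions and library sizes of the real samples, with 200 genes changed by 1 on the log2 scale in either direction. The changed genes were taken from those with higher mean counts, so recovery of genes with low counts was not tested. DESeq2 recovered 89.5% of the changed genes, edgeR 87% and limma 82.5%. Of the genes called, 9.6% were false for DESeq2, 3.33% for edgeR and 3.51% for limma, so DESeq2 called more false genes in this simulation than its threshold of 0.05 aims at. Pathway enrichment was not analysed here, and some genes that the rule or the lists include are not reported here.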

Results

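To examine how deletion of Abi3 alters the cortical transcriptome in an amyloid mouse model, read counts were compared between 6 Abi3_WT and 5 Abi3_KO female 5xFAD mice. The number of reads in genes was 4213000 ± 959000 (SD, n = 6) in Abi3_WT and 3457000 ± 301900 (SD, n = 5) in Abi3_KO cortices, a difference that did not exceed the spread between animals (exact permutation test, two-sided, p = 0.152). Xist, which is transcribed in females, had 3578 ± 355 (SD, n = 6) and 3017 ± 438.7 (SD, n = 5) normalized counts in Abi3_WT and Abi3_KO animals. The labels name no sequencing batch.

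The targeted gene was assessed first. Abi3 (ENSMUSG00000018381) is a protein-coding gene on chromosome 11, from 95720900 to 95733302 in GRCm39. Raw Abi3 counts were 10 to 38 in the Abi3_WT animals and 0 to 2 in the Abi3_KO animals, 4 of which had no count. The mean normalized count was 19.4 ± 11.1 (SD, n = 6) in Abi3_WT and 0.404 ± 0.903 (SD, n = 5) in Abi3_KO cortices (exact permutation test, two-sided, p = 0.00433). Because all Abi3_KO counts were at or below 3, the decrease is a lower bound, at least 5.86-fold. DESeq2 estimated a log2 fold change of -5.42 with a standard error of 1.05. It gave Abi3 no adjusted p, since the mean count of the gene was under the filtering threshold of 70.4. With independent filtering switched off the adjusted p from DESeq2 was 0.000654.

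**Figure D1:**
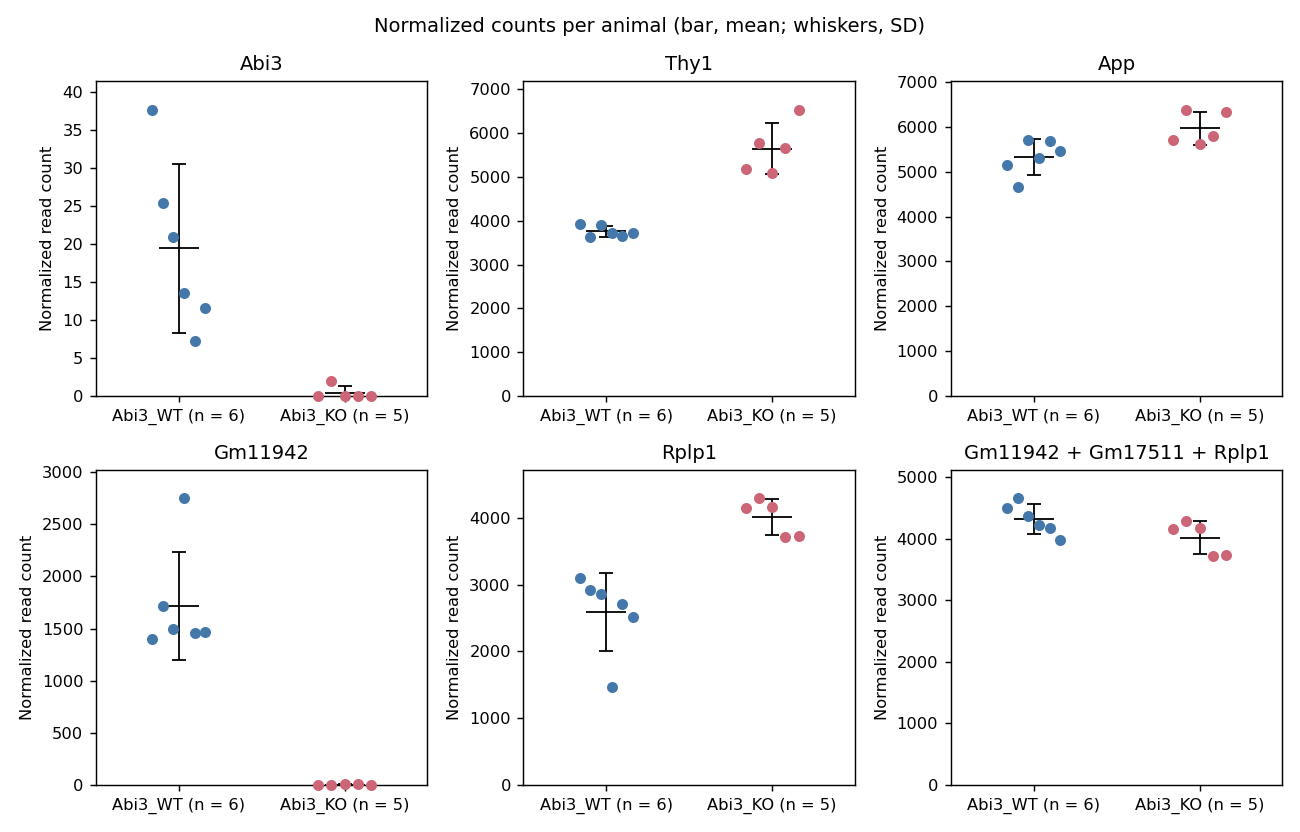
Normalized read count (y axis) of 5 genes and of 1 sum of 3 genes in each animal, for Abi3_WT and Abi3_KO (x axis); points are animals, bars are means and whiskers are SD. Abi3 and Gm11942 are near 0 in the Abi3_KO animals, Thy1 and Rplp1 are higher in every Abi3_KO animal than in any Abi3_WT animal, and the sum of Gm11942, Gm17511 and Rplp1 overlaps between genotypes.

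Across the transcriptome, 17626 genes were tested with DESeq2 and 95 had an adjusted p at or below 0.05, of which 60 were higher and 35 were lower in Abi3_KO cortices. The filter gave an adjusted p to 6487 genes. An unadjusted p under 0.05 was found for 1512 genes. In 50 of the 95 genes the values of the genotypes did not overlap; chance gives no overlap in 0.433% of genes, and 183 of all 17626 genes showed none. The alternative that moved the number of genes most was the share of reads outside genes as a covariate, chosen after seeing the data, with 3 genes. Among the alternatives fixed beforehand, limma gave the fewest, 20.

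**Figure D2:**
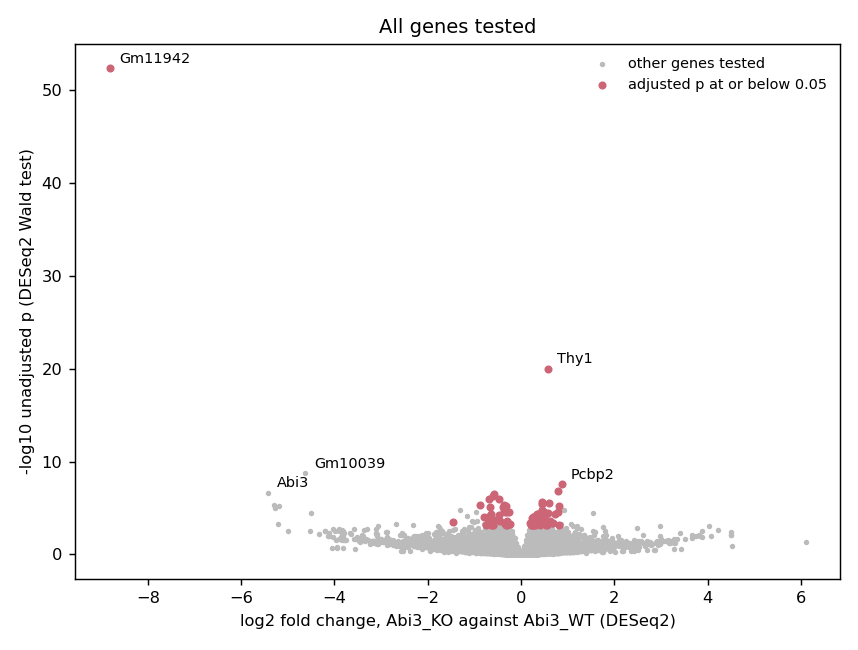
Log2 fold change of Abi3_KO against Abi3_WT (x axis) and the -log10 of the unadjusted p from DESeq2 (y axis) for each gene tested; red points are the 95 genes with an adjusted p at or below 0.05. Gm11942, at a log2 fold change of -8.81, and Thy1, at 0.59, have the lowest p-values.

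The genes with the largest changes under the rule for naming included Gm11942, Gm44229, Pcbp2, Spaca6, Gm38260, Dennd1b, Gm37407, Rpl15 and Grin2c. Pcbp2 (chromosome 15, 102378928 to 102408805) rose from 253.6 ± 69.5 (SD, n = 6) to 463.4 ± 50.9 (SD, n = 5) normalized counts, a log2 fold change of 0.87 (SE 0.157) with a DESeq2 adjusted p of 5.87e-05. Rpl15 had a log2 fold change of 0.66. Apart from Gm11942, the log2 fold changes of the genes in this list that were lower ranged from -0.89 for Gm44229 to -0.65 for Grin2c. The DESeq2 adjusted p of Grin2c was 0.0488, and it passed the threshold in 0 of the 11 fits that left out 1 animal. Of these fits, 5 gave it an adjusted p, from 0.0671 to 0.16. Fits that gave a gene no adjusted p are counted as not passing. Rpl15 and Dennd1b passed in 3 of the 11 fits, Spaca6 in 4 and Gm44229 in 5. Gm38260 and Gm37407 passed in 8, and Pcbp2 and Gm11942 in 11. Among the 35 genes that were lower, 14 were annotated as other than protein-coding, against 1 of the 59 annotated genes that were higher (Fisher's exact test, two-sided, p = 1.51e-06). This test treats genes as independent. All were measured in the same 11 animals and some lie close together, so its p may overstate the evidence.

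Each of the genes that the study names as lower in Abi3_KO cortex in these data was lower here. Gm11942 (ENSMUSG00000094344), a processed pseudogene on chromosome 4 from 32964888 to 32965232, had 1713 ± 519.1 (SD, n = 6) normalized counts in Abi3_WT and 3.88 ± 5.11 (SD, n = 5) in Abi3_KO cortices, with a log2 fold change of -8.81 (SE 0.575) and a DESeq2 adjusted p of 3.01e-49. It was the only one of these 6 genes past the threshold, since the other 5 had mean counts under the filtering threshold. With independent filtering switched off, 6 of 6 passed. limma gave each of the 5 an adjusted p, from 0.0723 to 0.469, and none of them passed, although all 5 had an unadjusted p under 0.05 in DESeq2. These genes are the study's own calls on the same data, so this number shows no stability.

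Several of these genes have a near-identical copy, and the counts of Gm11942, Gm17511 and Gm10039 are uncertain for that reason, while others overlap a gene on the opposite strand, which the counting kept apart. Gm11942 and Gm17511 (chromosome 7, 126885216 to 126885557) match transcripts of the ribosomal protein gene Rplp1 (chromosome 9, 61820557 to 61821872) at 97.4% over 345 bases and 95.0% over 342 bases. Gm10039 (chromosome 11, 100252542 to 100252952) matches Atp5mc1 (chromosome 11, 95959678 to 95966757) at 99.8% over 411 bases, with 1 mismatch. Gngt2 (chromosome 11, 95725953 to 95736565) lies on the opposite strand to Abi3 and overlaps it by 7350 bases. The deletion of Abi3 may therefore remove part of Gngt2. The study also raises the possibility that the deletion disrupts Gngt2. Gm26793, a long non-coding RNA gene on chromosome 7 from 144448297 to 144451198, overlaps Fgf15 on the opposite strand. Gm43903 is on chromosome 6, from 89503821 to 89504437, and 70 of its bases match a transcript of another gene.

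The depth behind these genes differed widely. Gm17511, Gngt2 and Gm43903 had no count in any of the 5 Abi3_KO animals, and were at least 2.41-fold, 2.37-fold and 2.24-fold lower than in Abi3_WT animals. Gm26793 was at least 3.04-fold and Gm10039 at least 11.4-fold lower. Gm10039 had no count in Abi3_WT replicate 6, whereas the other Abi3_WT animals had 33.1 to 63.6 normalized counts. Rplp1 moved the other way and rose from 2595 ± 588 (SD, n = 6) to 4010 ± 268.7 (SD, n = 5) normalized counts, with a DESeq2 adjusted p of 0.0286. With independent filtering switched off, the adjusted p of Rplp1 was 0.0636 and did not pass. Atp5mc1 had 90.98 ± 23.6 (SD, n = 6) and 104.8 ± 15.0 (SD, n = 5) normalized counts, which did not differ (exact permutation test, two-sided, p = 0.29).

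A deleted gene made in another strain can carry flanking DNA, so the positions of the called genes were compared. With Abi3 left out, 6 of 1256 genes on chromosome 11 and 88 of 16280 genes on other chromosomes were past the threshold, an odds ratio of 0.883 (Fisher's exact test, two-sided, p = 1). Within 10 Mb of Abi3 the odds ratio was 1.35, with 2 of 278 genes (Fisher's exact test, two-sided, p = 0.662). Gngt2 and Gm10039 lie in this region and could not count there, because the filter gave them no adjusted p. With independent filtering switched off, an alternative chosen after seeing the data, both were past the threshold and the odds ratio was 2.31, with 2 of 278 genes against 54 of 17260 (Fisher's exact test, two-sided, p = 0.223). Of the 20 genes within 1 Mb of Abi3 with a mean normalized count of at least 10, 1 had an unadjusted p under 0.05. Gngt2 has a mean below 10 and is not among them. It overlaps the deleted gene, so its loss may come from the deletion itself and not from flanking DNA.

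To test whether the amyloid precursor differed at the RNA level, App and related genes were compared. App (chromosome 16, 84746573 to 84971126) had 5328 ± 392.1 (SD, n = 6) normalized counts in Abi3_WT and 5964 ± 366.1 (SD, n = 5) in Abi3_KO cortices, with a log2 fold change of 0.16 (SE 0.0613) and a DESeq2 adjusted p of 0.182. Adjusted over the 6 genes of the list alone, the p of App was 0.0234. The count that separated the genotypes was that of Thy1 (chromosome 9, 43954332 to 43959880), whose promoter drives the transgenes. Thy1 had 3755 ± 122.7 (SD, n = 6) normalized counts in Abi3_WT and 5642 ± 579.5 (SD, n = 5) in Abi3_KO cortices, with a log2 fold change of 0.59 (SE 0.063) and a DESeq2 adjusted p of 3.45e-17. It was higher in 5 of 5 Abi3_KO animals than in any Abi3_WT animal. Counts of mouse App cannot be separated here from reads of the human transgenes that align to it.

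Genes that the study found higher on targeted panels in male Abi3_KO cortex were then tested in these females. Of the 12 genes, 9 were tested and 7 had enough counts for the score. The score was higher in Abi3_KO cortices by 0.868 (exact permutation test, two-sided, p = 0.0346), with 5 of 5 Abi3_KO animals above the Abi3_WT mean. After Benjamini-Hochberg adjustment over the 5 sets the p was 0.0866, so the difference did not pass. Ctss was the only gene of the list past the threshold over all genes, with a log2 fold change of 0.44 (SE 0.106) and a DESeq2 adjusted p of 0.00758. C1qa and Laptm5 had log2 fold changes of 0.47 and 0.44, and DESeq2 adjusted p-values of 0.0783 and 0.106. Adjusted over the list alone, 3 genes passed, namely Ctss, C1qa and Laptm5. The difference between the sexes was not tested.

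Microglial markers were compared in the same way. The disease-associated microglia score differed by 0.236 (exact permutation test, two-sided, p = 0.539), the homeostatic microglia score by 0.357 (exact p = 0.316) and the general microglia score by 0.550 (exact p = 0.128). None of these differences exceeded the spread between animals. The general microglia score changed its call under limma's camera test, with a p of 0.016, and in 1 of the 11 fits that left out 1 animal.

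The score of 10 other subunits of the WAVE regulatory complex, the actin regulator to which ABI3 belongs, was higher in Abi3_KO cortices by 0.728. It was -0.331 ± 0.255 (SD, n = 6) in Abi3_WT and 0.397 ± 0.308 (SD, n = 5) in Abi3_KO animals (exact permutation test, two-sided, p = 0.00216, the smallest the splits of these animals can give; 0.0108 after adjustment over the 5 sets). All 5 Abi3_KO animals were above all 6 Abi3_WT animals. The change per gene was small, with a mean log2 fold change of 0.16 and 9 of 10 genes higher, and 0 of the 10 genes passed the threshold alone, while 4 had an unadjusted p under 0.05. On the log2 of summed counts the difference was 0.13 and did not pass (exact permutation test, two-sided, p = 0.0563).

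**Figure D3:**
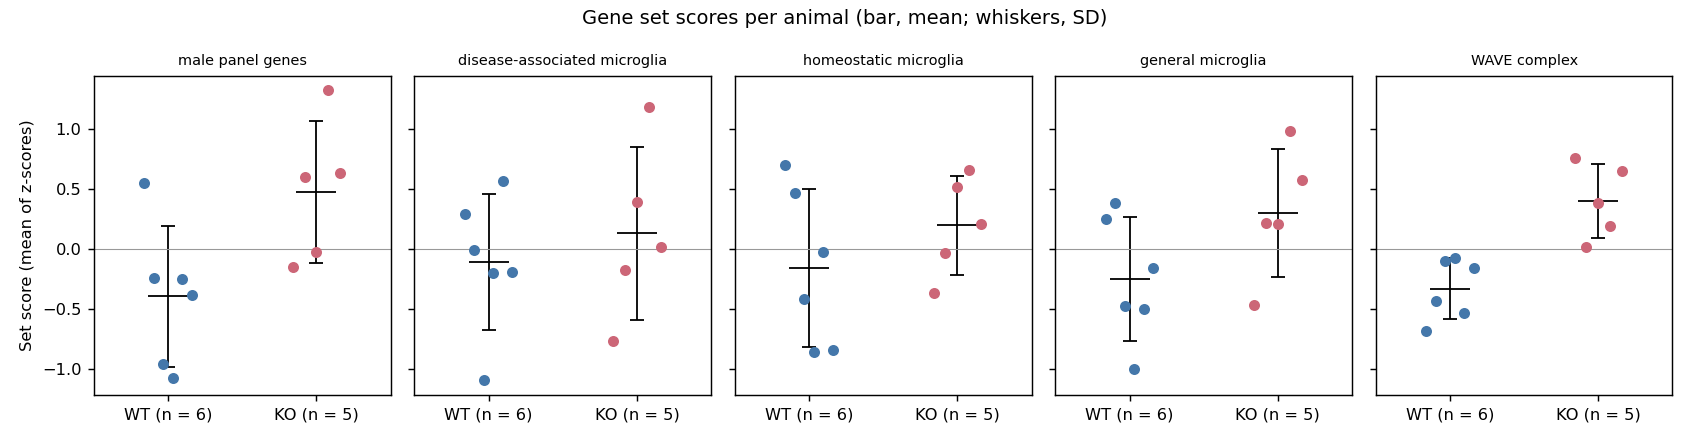
Set score (y axis, mean of z-scored log2 normalized counts) of the 5 gene sets in each animal, for Abi3_WT and Abi3_KO (x axis); points are animals, bars are means and whiskers are SD. The genotypes overlap in every set except the WAVE complex, where the 5 Abi3_KO animals lie above the 6 Abi3_WT animals.

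Reads that met no counted feature on their strand, called reads outside genes here, were counted by the authors as well. They can include reads antisense to a gene and may include reads in introns. They amounted to 65.9 ± 3.67 (SD, n = 6) per 100 reads in genes in Abi3_WT and 54.0 ± 5.00 (SD, n = 5) in Abi3_KO libraries (exact permutation test, two-sided, p = 0.00649; 0.0389 after adjustment over 6 library measures). The number of genes with a count also differed, at 18440 ± 345 (SD, n = 6) in Abi3_WT and 17790 ± 243.1 (SD, n = 5) in Abi3_KO libraries (exact permutation test, two-sided, p = 0.013; 0.039 after the same adjustment). The genotype differences reported above were measured in libraries that also differ in these respects.

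**Figure D4:**
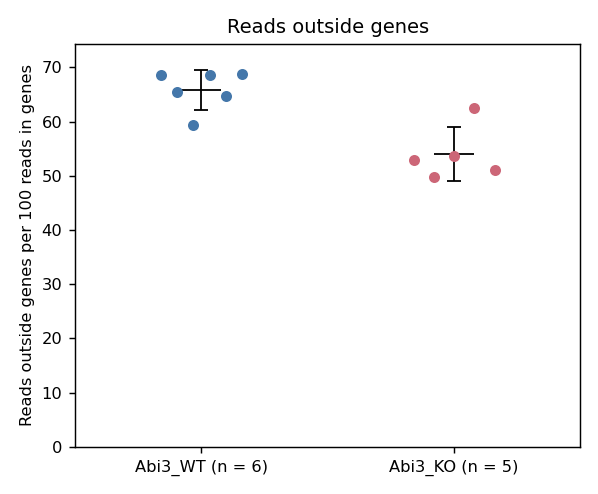
Reads outside genes per 100 reads in genes (y axis) in each library, for Abi3_WT and Abi3_KO (x axis); points are libraries, bars are means and whiskers are SD. Abi3_WT libraries range from 59.3 to 68.8 and Abi3_KO libraries from 49.8 to 62.5.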

Values the study reported

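The study reported that insoluble Aβ40 and Aβ42 were higher by 2.2- and 1.5-fold in the cortex of female Abi3 knockout mice than in mice with both copies of the gene. For soluble Aβ40 and Aβ42 in the same tissue it gave 1.8- and 1.6-fold.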

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

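The tests in this part were chosen after the results were seen. In 4 of 59 groups of values examined, 1 animal lay far from the others of its genotype; chance gives about 2.95 such animals.

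Of these, 2 rest on 2 reads each, among zeros. Abi3 had 2.02 normalized counts in Abi3_KO replicate 2 and 0 in the other Abi3_KO animals. Gm26793 had 2.1 in Abi3_KO replicate 1 and 0 in the others. Both are under the floor of 3 counts, and nothing can be read from them.

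The other 2 concern Abi3_WT replicate 4, and mirror each other. This animal had 2748 normalized counts of Gm11942, against 1719 in the nearest Abi3_WT animal, and 1465 of Rplp1, against 2516 in the nearest. The sum of Gm11942, Gm17511 and Rplp1 in this animal was 4224, inside the range of 3983 to 4654 across Abi3_WT animals. A candidate explanation is that reads of Rplp1 are given to Gm11942 when they carry sequence that matches the pseudogene better. The sum was 4316 ± 242 (SD, n = 6) in Abi3_WT and 4014 ± 266 (SD, n = 5) in Abi3_KO animals, a change of -7% (exact permutation test, two-sided, p = 0.0801). Because the fall of one gene and the rise of the other were already known, their sum had to differ less than either, so this test cannot tell shared reads from separate changes. Whether the sequence is a strain variant of Rplp1, and whether it is carried by the Abi3_WT animals alone because of breeding, needs the reads, which were not analysed here.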

How the results depend on the processing

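The 95 genes past the threshold became 39 with edgeR (17 higher and 22 lower), 20 with limma, 58 with independent filtering off (30 higher and 28 lower) and 145 at an adjusted p at or below 0.1. Of these, 31, 17, 47 and 95 were among the 95. With the share of reads outside genes as a covariate, an alternative chosen after seeing the data, 3 genes passed and all 3 were among the 95. Leaving out 1 animal at a time gave 46 to 120 genes over 11 fits. The number under the other 8 alternatives stayed within 1.5 times of 95. Among these 8, the gene length correction gave 70 higher and 17 lower genes, against 60 and 35 in the reported fit. The lower genes under the rest of the 8 numbered 27 to 36. The causes were not tested, except that the covariate is taken up below.

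With the replicate number as a block, 30 genes passed, 23 of them among the 95. Same-numbered animals did not deviate together (mean correlation 0.0399, against -0.00798 for other pairs), and they are different animals, so the numbers are not taken to pair them. With the replicate block the male panel score differed by 0.869 and the WAVE score by 0.762, and the exact test on 5 pairs cannot reach a p of 0.05, so neither could pass.

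The number of study genes past the threshold was 1, and 6 with edgeR and with independent filtering off. It stayed at 1 under the other alternatives, among them limma and the covariate, where the other 5 genes had adjusted p-values from 0.0723 to 0.469 and of 1. Abi3 likewise had no adjusted p in the reported fit and passed with edgeR (log2 fold change -5.13), limma (-4.53) and independent filtering off (-5.42), because these give an adjusted p to low counts. Its adjusted p ranged from 7.98e-05 to 0.417 over the alternatives that gave one. App passed only with the gene length correction (0.22), and its adjusted p ranged from 0.0324 to 1 over the 13 alternatives.

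The odds ratio of chromosome 11 was 1.35 within 10 Mb of Abi3, and 2.31 there with independent filtering off, above 1 where the value for the whole chromosome was below. For the whole chromosome it was 0.997 with independent filtering off, and ran from 0.450 to 1.25 when 1 animal was left out, above 1 in 3 of the 11 fits. No alternative passed the test. The male panel score difference ran from 0.743 to 1.03 without 1 animal and lost its unadjusted call in 3 of 11 fits. Its p was lower than the reported 0.0346 with camera (1.6e-06), on genes with higher mean counts (exact p = 0.0108, difference 1.33) and on the log2 of summed counts (exact p = 0.0152); over the alternatives it ranged from 1.6e-06 to 0.125. The disease-associated microglia score ran from -0.0213 to 0.454 and never passed. The general microglia score ran from 0.382 to 0.725 without 1 animal, passing in 1 of these fits, and passed with camera (mean log2 fold change 0.21). The WAVE score did not pass on the log2 of summed counts (0.132) and passed in the 11 fits without 1 animal. The homeostatic score kept its direction and its call under every alternative. The causes of these changes were not tested.

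Among the other single genes for which the alternatives were run no direction changed. Over the alternatives, 50 values no longer passed the threshold, 11 newly passed it and 221 stayed on the same side of it. Over the fits without 1 animal these numbers were 54, 3 and 185. Rplp1 kept its call in 9 of 13 alternatives, with an adjusted p from 0.00039 to 1, and in 6 of the 11 fits without 1 animal. Thy1 and Gm11942 passed in all of them. In the reported fit independent filtering gives no adjusted p to genes with mean counts under 70.4. How far depth limits these genes was not tested.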

Other observations

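Tests on the sums of near-identical copies, on non-coding calls, on the microglial share of the male panel score, on choroid plexus genes, on chromosomes and on the Thy1 transgene were chosen only after the result was seen.

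Other splits of the animals were compared with the real one. The real split parts all 5 same-numbered pairs, as do 32 splits in all, and 1 of these 32, the real one, gave as many as 95 genes. The others gave a median of 0 and at most 75. A further 68 splits that part fewer pairs were drawn, and 0 gave as many, with at most 77. For the study list, 2 of the 32 splits, the real one included, gave as many genes past the threshold, and 0 of the other 68 did. For the odds ratio of chromosome 11, 6 of the 32 splits and 5 of the other 68 gave a value as large. Splits with no called gene were given an odds ratio of 0 and could not reach the real value. These counts therefore mainly show which splits had calls, and decide nothing about chromosome 11.

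Technical sources of the 95 genes were weighed. Of these genes, 81 were called after every library was thinned to the smallest total, 76 after correction for GC content and 66 after correction for gene length. GC content and exon length were known for 98.9% of the 95 genes. None of these 3 sources removed more than about 1 in 3 of the calls. With the share of reads outside genes in the model, 3 of the 95 genes remained, namely Thy1, Gm11942 and ENSMUSG00000095041. This share differs between genotypes, so the model also removes part of any genotype effect, and RNA composition and genotype cannot be told apart for the other genes. Non-coding genes with a mean normalized count of at least 10 had a median log2 fold change of -0.28 (1218 genes), against 0.02 for 11656 coding genes. The excess of non-coding genes among the lower calls had a Fisher's exact p of 1.51e-06, from a test that treats genes as independent. A candidate explanation is less unspliced or intergenic RNA, or genomic DNA, in the Abi3_KO libraries; whether that reflects handling or the animals was not tested.

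Thy1 was the call that kept its size under every setting. Its log2 fold change was 0.53 with the share outside genes as covariate, 0.59 after GC correction and 0.59 after thinning. The covariate took away less than 0.5 of the change. GC correction hardly moved the value, and thinning could hardly move a gene with this many counts, so it does not decide on library depth. T cell genes, which could carry Thy1, changed by -0.634% of the rise in Thy1, and a score of 5 excitatory neuron genes did not differ (exact permutation test, two-sided, p = 0.504), with a mean log2 fold change of 0.14. A score of 9 pan-neuronal genes was higher in Abi3_KO animals (exact permutation test, two-sided, p = 0.0216), but the mean log2 fold change of these genes was 0.14 and the highest 0.30, below that of Thy1. The highest log2 fold change among the 5 excitatory neuron genes was 0.44, for Neurod6 (SE 0.321), also below that of Thy1. The lists differ in their tests and not in their mean change. More neuronal RNA may therefore account for part of the rise. The transgenes of 5xFAD mice are driven by Thy1 sequence, so transgene messages that end in Thy1 sequence are a further candidate explanation. App, whose counts include any transgene reads that align to it, had a log2 fold change of 0.16, which neither shows nor excludes this. The rise of Thy1 cannot be told apart from a difference in transgene level, which could also bear on amyloid. The study reported more APP protein and more of an APP fragment in Abi3 knockout mice of the age sequenced here. In a younger cohort it found no significant difference in either, while insoluble Aβ was already higher. It proposes that more APP may not be what first raised Aβ. These are protein levels, and the study gives no transgene level for the animals sequenced here.

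Gm10039 was lower in Abi3_KO animals, and 1 Abi3_WT animal also had none. The sum of Gm10039 and Atp5mc1 was 128.7 ± 21.3 (SD, n = 6) in Abi3_WT and 106.3 ± 14.4 (SD, n = 5) in Abi3_KO animals (exact permutation test, two-sided, p = 0.0801), a change of -17.4%. Gm10039 fell from 37.7 to 1.52 normalized counts on average, and Atp5mc1 had 91.0 and 104.8. In Abi3_WT replicate 6, which had no Gm10039 count, Atp5mc1 had 130.1, the highest of the 11 animals. Reads shared between these copies may explain a part or all of the loss, which these values do not settle. A sequence variant near Abi3, where Atp5mc1 lies, was not tested.

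The WAVE score was compared with 10000 random lists of 10 genes matched on mean expression, of which 0.59% had as large a difference; their median difference was 0.171. After each gene was adjusted for the share of reads outside genes, the exact permutation p was 0.0281. A difference of this size was therefore rare among lists matched on mean expression alone. The lists could hold non-coding genes and were not matched on cell type. They cannot exclude a shift shared by coding genes or by neuronal genes. The score of 9 pan-neuronal genes was higher in Abi3_KO animals by 0.771, against 0.728 for the WAVE score. More neuronal RNA as a source of the WAVE difference was not tested. The p of 0.0281 was not adjusted over the 5 sets. Whether the share of reads outside genes accounts for the difference is therefore not settled. Reads shared between copies of the 10 genes were not examined, so the pattern stays a hypothesis. The male panel score minus the general microglia score was higher in Abi3_KO animals by 0.317, which did not pass (exact permutation test, two-sided, p = 0.141). The mean log2 fold change was 0.37 for the 7 panel genes, with 7 higher. For the 8 general microglia genes it was 0.20, with 5 higher. Neither score passed after adjustment, so more microglial RNA as the source is neither shown nor excluded.

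Called genes were not concentrated on any chromosome. Over 20 chromosomes, the lowest adjusted Fisher p of a chromosome with more calls than others was 1.

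Ttr had 3447, 1847 and 2270 normalized counts in Abi3_WT replicate 4, Abi3_KO replicate 1 and Abi3_KO replicate 5, against 34.8 to 151.6 in the other animals. Folr1 and Kcnj13, which are also made in choroid plexus, had the same 3 animals highest (2 of 2 genes), which is consistent with choroid plexus tissue in the dissection. These 2 genes were picked after their values were seen. Of the 5 choroid plexus genes listed beforehand, Clic6 and Kl did not have the same 3 animals highest, so the evidence is partial. Both genotypes were affected, and no biological explanation was tested. Wdfy1, whose level differs between mouse substrains, had 34.2 and 45.2 normalized counts in Abi3_WT replicates 1 and 4 and 76.2 to 138.8 in the others.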
